A study of Mus musculus with 10 samples. Its data were reported in "Delta-like 4 is required for pulmonary vascular arborization and alveolarization in the developing lung" (2021).

How the data were processed

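Whole-lung RNA-Seq was performed on CD1 mouse pups at postnatal day 6 (P6). Heterozygous pups (Dll4+/-) carried 1 allele of Dll4, an endothelial ligand of Notch receptors, replaced by a lacZ reporter, and littermates with both alleles intact (Dll4+/+) served as controls. According to the study's methods, total RNA was extracted from right lungs with a MirVana kit, poly-A selected libraries were made with NEBNext Ultra reagents, and paired-end reads were obtained on a NovaSeq instrument. The submitters' processing notes name CASAVA, STAR and the mouse build GRCm38.p4, with no versions. Whether reads were counted by strand is not given in the sources used here, so overlapping and antisense genes cannot be told apart, and transcripts that share reads with pseudogene copies are uncertain.

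The authors deposited 1 table of 35275 genes with FPKM values (fragments per kilobase of exon scaled to the mapped fragments of the library). The series has 10 samples, and the table has a column for 8 of them, 4 Dll4+/- and 4 Dll4+/+. The other 2 samples, Dll4+/+ replicates 1 and 2, were not analysed here. Groups, sexes and replicate numbers were taken from the sample labels. The authors' deposited table also holds ratios of group means and 2 columns of p-values. The later of these p-value columns in the deposited table equals an equal-variance comparison of the 8 columns and lies under 0.05 for 815 genes. The other p-value column in the authors' deposited table lies under 0.05 for 397 genes, and 168 genes are under 0.05 in both. In 239 genes of the authors' deposited table, zeros had been replaced by an FPKM of 0.005, and 215 of these genes had a p-value under 0.05 in the column that matches the 8 libraries. Of 6951 other genes listed at 0 in some but not all libraries, 0 had such a p-value in the authors' deposited table. The substituted values were set back to 0 here. A further 10532 genes were listed at 0 in every library.

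Sequencing depth is not listed in the table and was recovered from the values. In each library the FPKM values are whole multiples of what 1 fragment is worth at a gene's length, and 100% of the 13610 genes tested gave whole fragments in all libraries within a tolerance of 0.01. Only 1454 of them did so at the annotated exon length. For the other 12156 the smallest length that gave whole fragments was taken. Where a length was annotated, 82.0% of these lay between 0.5 and 2 times it. Fragment counts of some genes, also those used by voom, can therefore be off by a factor shared by all libraries. Recovered totals were 17201662 to 22927840 fragments per library. For a transcript of 2000 bases, 3 fragments corresponded to an FPKM of 0.0654 in the deepest library and 0.0872 in the shallowest. On simulated libraries the recovery returned all 8 library totals and the fragment counts of 99.95% of 2000 genes. Gene positions and types came from the GENCODE M21 annotation of GRCm38, which held 34490 of the gene identifiers.

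Genes with an FPKM of 1 or more in at least 4 libraries (13610 genes) were tested on log2(FPKM + 1) with limma (version 3.58.1, R 4.3.3), using empirical Bayes moderation with a mean-variance trend. All log2 fold changes are on this scale, which understates changes of genes with low FPKM, and they are given as Dll4+/- minus Dll4+/+ with their standard error (SE). P values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The number of genes under an unadjusted p of 0.05, the threshold used by the study, is given beside it. The test was written for 4 against 6 libraries and run on 4 against 4, since FPKM columns of 2 samples were not analysed here. Single values were compared by two-sided exact permutation tests, in which 4 against 4 libraries cannot give a p below 0.0286. The contrasts within each labelled sex and the interaction of sex and genotype came from a limma fit with 4 groups of 2 libraries, and the sex contrast from a fit with both factors. Libraries came from separate pups, so limma and permutation p-values measure the spread between animals. Fisher tests, and camera with a preset correlation, take genes as their units and do not measure that spread in full. Litters were not modelled.

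Lists of genes for lung cell types, other tissues that could be carried along, and pathways were written before the data were examined, as were the tests, the thresholds, the rule for named genes and the alternatives unless stated otherwise. Of 42 lists, 39 had 3 or more members tested. Dll4 was in none of them, and 505 of 506 symbols were found in the table. Lists were tested with camera in limma with a preset inter-gene correlation of 0.01, adjusted over the lists, and again with an estimated correlation and with fry. Estimated correlations were 0.98 for cell cycle, 0.76 for ribosomal protein, 0.65 for glucocorticoid, 0.61 for interferon-stimulated and 0.24 for hypoxia genes. They were 0.50 for pan-endothelial, 0.52 for alveolar type I, 0.83 for neutrophil and 0.90 for mitochondrially encoded genes, and small for some lists. Calls that rest on the preset correlation alone, also those with a library left out, are therefore descriptive. A list value per library is the mean, over its tested members, of log2(FPKM + 1) minus the mean of the 8 libraries. The genes named in the text are Dll4, the members of 3 lists taken from the study (genes it named from RNA-Seq, endothelial genes it measured by qRT-PCR together with Hes1 and Notch1, and alveolar genes it measured by qRT-PCR), and up to 12 genes per direction past the adjusted threshold, filled up to 10 per direction with the genes of smallest unadjusted p, leaving out predicted genes. To these were added 2 to 4 members with the smallest p of each list described and, for the contrasts involving sex, up to 3 genes per direction past the adjusted threshold. The values of 1 gene that this rule names are not reported here. Genes within 10 Mb of Dll4 were compared with all other genes tested by a two-sided Fisher exact test, because a targeted allele can carry flanking sequence of the strain in which it was made.

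The alternatives were a median-ratio rescaling of libraries, quantile normalization, no filter beyond an FPKM above 0 in 1 library, a filter at an FPKM of 5, pseudocounts of 0.1 and 0.5, limma without the trend and with robust moderation, library weights, sex as a term, the replicate number as a block, windows of 5 and 20 Mb, and each library left out in turn. Only replicate numbers 3 and 4 occur in both genotypes, so genotype values from the block rest on those libraries alone. Added after the data were seen were limma's voom on the recovered fragments and a fit without Dll4+/- replicates 1 and 4. The limma, camera and Fisher steps were tested on 10 simulated datasets of 13430 genes of this comparison, with 200 genes changed in each. At a 2-fold change 56.7% of changed genes were called, at a 4-fold change 91.5%, and 4.40% of calls fell on unchanged genes. A planted list and a planted window were called in 10 of 10 datasets. With no change planted, 0 of 390 list tests were called by camera in limma. Simulated genes varied independently, which real libraries do not. Other tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.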

Results

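Whole lungs of P6 pups were profiled to ask which transcripts differ when 1 copy of Dll4 is lost during the period of alveolar development. The comparison rested on 8 libraries, 4 Dll4+/- and 4 Dll4+/+, each genotype with 2 pups labelled female and 2 labelled male. Depth was similar across libraries, from 17201662 fragments in Dll4+/+ replicate 5 to 22927840 in Dll4+/- replicate 4. Between 13248 and 13721 genes had an FPKM of 1 or more, and Sftpc, which encodes surfactant protein C of alveolar type II cells, was the most abundant transcript in each of the 8 libraries. The median Spearman correlation of a library with the others, taken across genes, was 0.919 for Dll4+/- replicate 1, 0.956 for Dll4+/- replicate 4, 0.964 for Dll4+/+ replicate 3 and 0.981 to 0.985 for the other 5. The leading principal component held 44.9% of the variance and placed Dll4+/- replicate 1 at 64.9, with the other libraries between -16.4 and 0.41. The difference between genotypes missed the threshold along it (exact permutation p = 0.143) and along the next component, which held 20.4% (exact permutation p = 0.943).

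**Figure D1:**
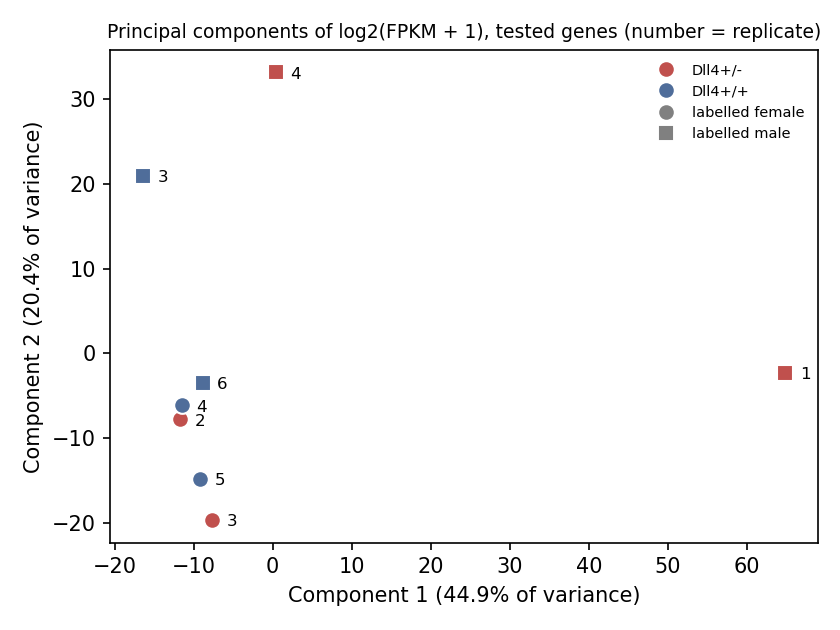
Each point is 1 library, placed by its scores on the leading principal components of log2(FPKM + 1) over the genes tested, with the share of variance on each axis; colour gives the genotype, shape the labelled sex and the number the replicate. Dll4+/- replicate 1 lies at 64.9 on component 1, and the other 7 libraries lie between -16.4 and 0.41.

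Transcripts of the sex chromosomes were read first as a check of the labels. Xist, the RNA that coats the inactive X chromosome, had an FPKM of 65.9 to 74.8 in 3 of the 4 libraries labelled female, and the Y-linked gene Ddx3y was listed at 0 in them. In the 4 libraries labelled male Ddx3y lay between 15.5 and 21.4, and Xist between 0.0189 and 0.695. The library labelled female as Dll4+/- replicate 2 had an Xist FPKM of 0.273 and a Ddx3y FPKM of 20.3, which goes against its label. It is named below by its label, and the directions within females, between the sexes and of the interaction of sex and genotype rest on it.

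Dll4 itself was lower in heterozygous lungs. Its expression was 14.8 ± 4.36 FPKM in Dll4+/- and 27.6 ± 4.12 FPKM in Dll4+/+ lungs (SD, n = 4 each), a ratio of 0.536. All 4 heterozygous libraries lay below all 4 wild-type libraries (exact permutation p = 0.0286, the smallest that this design allows). The gene (ENSMUSG00000027314) is protein coding and lies on the forward strand of chromosome 2 from 119325784 to 119335962 (GRCm38). In limma its log2 fold change of -0.88 (SE 0.19) missed the threshold after adjustment over all genes (adjusted p = 0.811). The log2 fold change was -0.58 without Dll4+/- replicates 1 and 4, a comparison added after the data were seen, and the exact permutation p was 0.0667, the smallest that 2 against 4 libraries allow, so that test could not pass. Without any 1 of the 4 wild-type libraries, replicates 3, 4, 5 and 6, the exact permutation p was 0.0571. The log2 fold change was then -0.97, -0.91, -0.83 and -0.82, respectively. In each of these cases all heterozygous libraries still lay below the remaining wild-type ones. Without any 1 heterozygous library the exact permutation p was 0.0286.

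No transcript passed the threshold for genotype after adjustment over all genes. With limma, 0 of 13610 genes passed an adjusted p of 0.05, the smallest being 0.277 for Metap1d, while 457 genes (197 higher and 260 lower in Dll4+/-) lay under an unadjusted p of 0.05, where 680.5 would be reached by chance. With voom on the recovered fragments 0 genes passed and 411 lay under the unadjusted threshold. Library weights, which gave 0.128 to Dll4+/- replicate 1, 0.245 to Dll4+/- replicate 4 and 0.282 to Dll4+/+ replicate 3, led to 3 genes, Metap1d, Snhg11 and Cd59a. All 3 lie on chromosome 2, as Dll4 does. The number under the unadjusted threshold moved to 957 without Dll4+/- replicate 2, 707 without Dll4+/- replicate 3, 262 without Dll4+/+ replicate 4 and 230 without Dll4+/+ replicate 3.

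The genes of smallest unadjusted p missed the adjusted threshold and are given as values. Metap1d, a mitochondrial methionine aminopeptidase on chromosome 2 (71453276 to 71525194), had 7.97 ± 1.16 FPKM in Dll4+/- and 3.56 ± 0.275 FPKM in Dll4+/+ lungs (SD, n = 4 each), with a log2 fold change of 0.97 (SE 0.12). Cd59a, an inhibitor of complement on the same chromosome (104095801 to 104115354), had 12.9 ± 1.30 and 20.9 ± 2.27 FPKM, with a log2 fold change of -0.66 (SE 0.12). Gja5, the arterial gap junction protein connexin 40, had 26.9 ± 3.66 and 38.0 ± 1.33 FPKM, with a log2 fold change of -0.49 (SE 0.12). In each of these genes all 4 heterozygous libraries lay on the same side of all wild-type libraries, which follows in part from choosing them by small p. Other genes with higher values in Dll4+/- were Snhg11 (log2 fold change 1.67), Sost (1.37), Ube2l6 (0.71), Slc38a3 (0.67), Ldlrad1 (0.65), Grin2c (0.53), Col9a2 (0.51), Pde2a (0.48) and Nos2 (0.41). Other genes with lower values, besides Dll4, were Hist1h4k (log2 fold change -1.26), the mast cell proteases Cma1 (-1.20) and Tpsb2 (-0.93), the proteasome subunit Psmb8 (-0.82), Cdh22 (-0.80), the secreted Wnt inhibitor Wif1 (-0.76) and Pcbd2 (-0.59). The limma adjusted p was 0.811 for each of these genes except Metap1d.

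**Figure D2:**
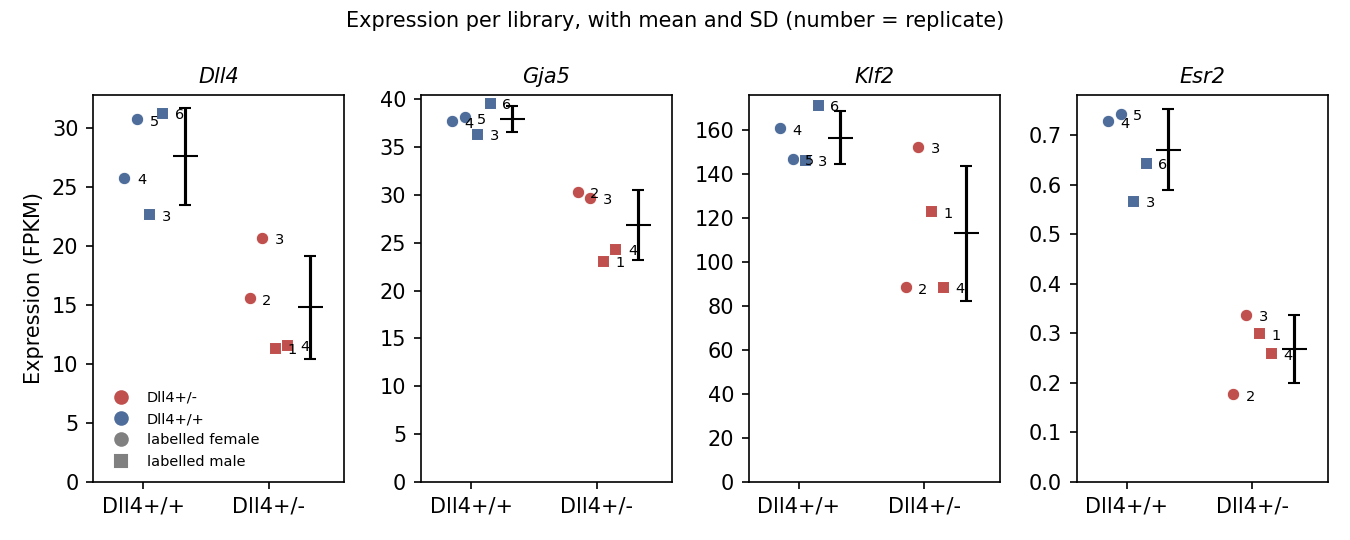
Expression in FPKM of Dll4, Gja5, Klf2 and Esr2 in each library, with colour for genotype, shape for labelled sex, the replicate number beside each point, and a black bar with whiskers for the mean and SD of 4 libraries. The 4 Dll4+/- libraries lie below all 4 Dll4+/+ libraries for Dll4, Gja5 and Esr2, and 3 of 4 do so for Klf2.

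The study named 8 genes from its RNA-Seq as regulators of vessel growth or of alveolar type I cells, and 4 of them passed the filter on low FPKM. Klf2, a shear-responsive endothelial transcription factor, had 113 ± 30.8 FPKM in Dll4+/- and 157 ± 12.1 FPKM in Dll4+/+ lungs (SD, n = 4 each). Its log2 fold change was -0.50 (SE 0.18, limma adjusted p = 0.0457 adjusted over the list alone and 0.811 over all genes). In limma 2 of the 4 lay under an unadjusted p of 0.05 and passed when adjusted over the list alone, but 0 passed over all genes tested, where voom on the recovered fragments also called 0. The list was chosen by the study on these samples, so this count is not independent evidence of a direction. By qRT-PCR in separate lung samples, at ages other than P6, the study reported a progressive decrease of Klf2 and of Esr2 in heterozygous mice. The list had a median of -0.07 and a mean of 0.15, and 1 of its genes in place of 2 lay under the unadjusted threshold without Dll4+/- replicate 4, Dll4+/+ replicate 4 or Dll4+/+ replicate 6. Lrg1, a secreted glycoprotein that acts on vessel growth, had FPKM of 33.1 and 89.2 in Dll4+/- replicates 1 and 4 and of 6.11 and 2.67 in replicates 3 and 2, against 3.70 to 9.35 in Dll4+/+ lungs. Its log2 fold change of 1.47 (SE 0.87) turned to -0.25 without replicates 1 and 4. The chemokine Ccl2 had 8.20 FPKM in Dll4+/- replicate 4 and 0.736 to 1.79 in the other 7 libraries, and its log2 fold change of 0.36 (SE 0.43) turned to -0.13 without that library.

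Of the 4 named genes below the filter, Esr2, the estrogen receptor beta, had 0.269 ± 0.0689 FPKM in Dll4+/- and 0.671 ± 0.0819 FPKM in Dll4+/+ lungs, with all heterozygous libraries below all wild-type ones (SD, n = 4 each, exact permutation p = 0.0286). Foxn4 had 0.852 ± 0.516 and 0.349 ± 0.191 FPKM (exact permutation p = 0.114), and Thbs4 0.412 ± 0.331 and 0.169 ± 0.111 FPKM (exact permutation p = 0.229). Il17f was listed at 0 in 3 Dll4+/- libraries and in Dll4+/+ replicate 3. It stood at 0.0777 FPKM in Dll4+/- replicate 2 and at 0.181, 0.296 and 0.128 FPKM in Dll4+/+ replicates 4, 5 and 6. For a transcript of 2000 bases an FPKM of 0.0872 corresponds to 3 fragments in the shallowest library, so these levels rest on few fragments.

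Endothelial fate was addressed with a list of 13 genes, all of which were tested. Of these, 11 came from qRT-PCR panels, and for Hes1 and Notch1 the study followed the pathway by immunoblot in mouse lung endothelial cells. Its qRT-PCR used whole lungs at ages other than P6 and isolated lung endothelial cells, so whole lungs at P6 do not repeat those measurements. In limma 0 of them lay under an unadjusted p of 0.05, and 0 passed in limma, adjusted over the list alone or over all genes, or in voom over all genes. Nr2f2, the determinant of venous identity, had a log2 fold change of -0.23 (SE 0.12), the Notch target Hes1 of -0.29 (SE 0.18), and the Notch ligand Jag1 of 0.19 (SE 0.17). Vegfa, with 319 ± 20.7 FPKM in Dll4+/- and 282 ± 50 FPKM in Dll4+/+ lungs (SD, n = 4 each), had a log2 fold change of 0.19 (SE 0.16). The remaining genes lay within their error of 0: Notch1 (0.33, SE 0.35), Aplnr (-0.21, SE 0.25), Car4 (-0.21, SE 0.24), Efnb2 (-0.15, SE 0.23), Kdr (-0.12, SE 0.21), Apln (0.09, SE 0.15), Ephb4 (-0.02, SE 0.16), Esm1 (-0.01, SE 0.25) and Nrp1 (0.00, SE 0.12). The signs of Kdr, Ephb4, Aplnr and Efnb2 turned without Dll4+/- replicates 1 and 4.

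Marker lists of endothelial subtypes likewise gave no call in the main fit. The Notch pathway list had 21 members tested, 11 higher and 10 lower, with a median log2 fold change of 0.00 (camera adjusted p = 0.814). Among its members Dll1 stood at -0.35, Rbpj, the nuclear effector of Notch, at -0.36, and the ligand Jag2 at 0.70, each at a limma adjusted p of 0.811. Arterial markers had a median of -0.04 over 12 genes (camera adjusted p = 0.586), and 1 of them, Gja5, passed when adjusted over the list alone (limma adjusted p = 0.0239) but not over all genes (adjusted p = 0.811). Venous markers had a median of -0.09, Car4+ aerocyte capillary markers of -0.10, general capillary markers of -0.04, lymphatic markers of -0.15 and sprouting tip cell markers of -0.01. Pan-endothelial markers had a median of 0.11. The camera adjusted p of these 6 lists lay between 0.320 and 0.894. With the preset correlation venous markers passed without Dll4+/- replicate 1 (median -0.15, camera adjusted p = 0.0191) and pan-endothelial markers without Dll4+/- replicate 4 (median 0.20, camera adjusted p = 0.000304). Aerocyte markers passed as lower with the replicate number as a block (median -0.30, camera adjusted p = 0.0482), which rests on replicates 3 and 4 of each genotype. The mean differed in sign from the median for general capillary markers (0.04, with the test pointing lower) and sprouting tip cell markers (0.06, with the test pointing higher). In Dll4+/- replicate 4, aerocyte markers lay at -0.55 and general capillary markers at -0.66 relative to the mean of the 8 libraries, below each of the other 7 libraries.

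A list of alveolar genes from a qRT-PCR panel, which the study measured in lungs at ages other than P6, gave no call in the main fit either. Of its 7 members 6 were tested, and 0 passed in limma, adjusted over the list alone or over all genes, or in voom over all genes, with 1 (Klf2) under an unadjusted p of 0.05. Aqp5, a water channel of alveolar type I cells, had 122 ± 8.79 FPKM in Dll4+/- and 131 ± 4.22 FPKM in Dll4+/+ lungs (SD, n = 4 each), with a log2 fold change of -0.10 (SE 0.10). Log2 fold changes were -0.11 (SE 0.32) for Hopx, 0.12 (SE 0.17) for Pdpn, -0.17 (SE 0.43) for Sftpc and 0.14 (SE 0.18) for the fibroblast receptor Pdgfra. Sftpc ranged from 11181 to 36845 FPKM among heterozygous lungs and from 17133 to 26521 FPKM among wild-type lungs. By qRT-PCR the study reported lower Hopx, Aqp5 and Pdpn and higher Sftpc and Pdgfra in heterozygous lungs at ages after P6. Before P6 it reported a decrease among these type I markers for Hopx. Whole lungs at P6 do not repeat those measurements. The wider lists of alveolar type I markers (15 genes, median 0.05), alveolar type II markers (14 genes, median -0.01, mean 0.02), alveolar myofibroblast markers (11 genes, median -0.06) and elastic fiber and collagen genes (16 genes, median -0.10) had camera adjusted p values of 0.536, 0.669, 0.585 and 0.552. Alveolar type II markers lay at 0.69 in Dll4+/- replicate 4 and at -0.41 in Dll4+/- replicate 1, and alveolar type I markers at -0.47 and 0.49. With the preset correlation the qRT-PCR list (median -0.08, camera adjusted p = 0.0325) and alveolar type I markers (median -0.15, camera adjusted p = 0.0476) passed as lower without Dll4+/- replicate 1. Without Dll4+/- replicate 4, alveolar type I markers passed as higher (median 0.26, camera adjusted p = 0.00638) and alveolar type II markers as lower (median -0.24, camera adjusted p = 0.0340), so the direction for type I markers turned with the library left out. With the replicate number as a block, alveolar type II markers passed as higher (median 0.34, camera adjusted p = 0.00979).

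Of the 39 lists tested, 5 differed between genotypes with the preset correlation, 2 higher and 3 lower in Dll4+/- lungs. With an estimated correlation 0 passed in camera (smallest adjusted p = 0.821) and with fry 0 passed (smallest adjusted p = 0.890), with 0 and 1 lists under an unadjusted p of 0.05. With the preset correlation 11, 10, 9 and 10 lists passed without Dll4+/- replicates 1, 2, 3 and 4, respectively. All 35 splits of the 8 libraries into 4 and 4 gave 5 or more lists in this way, so such calls alone do not point to genotype. Interferon-stimulated genes fell as a list, with all 18 members tested lower in Dll4+/-, 7 of them under an unadjusted p of 0.05, and a median log2 fold change of -0.70 (camera adjusted p = 2.15e-08, and adjusted p = 0.821 with an estimated correlation). Isg15, a ubiquitin-like interferon-induced protein, had 5.41 ± 2.05 FPKM in Dll4+/- and 14.6 ± 6.38 FPKM in Dll4+/+ lungs (SD, n = 4 each), and the immunoproteasome subunits Psmb8 and Psmb9 had log2 fold changes of -0.82 (SE 0.22) and -0.98 (SE 0.33). Among wild-type lungs the list lay at 0.59 and 0.94 in replicates 4 and 5 and at -0.05 and -0.26 in replicates 3 and 6, against -0.42 to -0.18 in heterozygous lungs. Both wild-type libraries with high values are labelled female, and in a comparison added after the data were seen the median of the list was -1.03 among libraries labelled female and -0.20 among those labelled male, where it missed the threshold (camera adjusted p = 0.237). Its median was -0.39 without Dll4+/+ replicate 5 and -0.50 without Dll4+/- replicates 1 and 4, and it passed with the preset correlation in both cases (camera adjusted p = 7.90e-05 and 2.38e-06).

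Cell cycle genes fell as a list, all 20 members having lower values, with a median log2 fold change of -0.73 (camera adjusted p = 3.79e-05, and adjusted p = 0.821 with an estimated correlation). The list lay at -2.37 in Dll4+/- replicate 1 and between 0.09 and 0.43 in the other 7 libraries. Aurka, a mitotic kinase, had 3.12 FPKM in that library and 16.6 to 22.8 FPKM in the others, and Ccnb2, a mitotic cyclin, 4.52 against 33.6 to 53.9 FPKM. Log2 fold changes over all libraries were -0.74 (SE 0.44) for Aurka, -0.88 (SE 0.58) for Ccnb2, -0.80 (SE 0.48) for the mitotic kinesin Kif11 and -0.68 (SE 0.46) for the replication clamp Pcna. The median was -0.09 without Dll4+/- replicate 1, where the list still passed (camera adjusted p = 0.0191). It was 0.04 without Dll4+/- replicates 1 and 4, where the call was lost (camera adjusted p = 0.787). With library weights it was -0.07 (camera adjusted p = 0.402), and with the replicate block -0.18 (camera adjusted p = 0.0164).

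Genes of the hypoxia response rose as a list, with 13 of 14 members higher and a median log2 fold change of 0.30 (camera adjusted p = 0.000228, and adjusted p = 0.821 with an estimated correlation). Adrenomedullin (Adm) had a log2 fold change of 0.78 (SE 0.30), the glucose transporter Slc2a1 of 0.51 (SE 0.21), Bnip3 of 0.80 (SE 0.44) and Ankrd37 of 1.22 (SE 0.73). Genes induced by glucocorticoids also rose as a list, all 9 having higher values, with a median of 0.55 (camera adjusted p = 0.00310, and adjusted p = 0.821 with an estimated correlation). Among them the log2 fold change was 1.06 (SE 0.78) for Pdk4, 0.81 (SE 0.53) for the clock gene Per1, 0.55 (SE 0.31) for Errfi1 and 0.37 (SE 0.26) for the kinase Sgk1. In Dll4+/- replicate 1 the hypoxia list lay at 0.79, the glucocorticoid list at 1.76 and neutrophil markers at 2.04. Without that library the hypoxia median was 0.17 (camera adjusted p = 0.0111) and the glucocorticoid median 0.11 (camera adjusted p = 0.533). Without Dll4+/- replicates 1 and 4 both calls were lost, with medians of 0.04 and -0.07, and with library weights they were 0.05 and 0.02.

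Ribosomal protein genes fell by a small amount as a list, all 20 having lower values, with a median log2 fold change of -0.20 (camera adjusted p = 0.00310, and adjusted p = 0.821 with an estimated correlation). Rps2 had a log2 fold change of -0.81 (SE 0.36), Rps18 of -0.41 (SE 0.22), Rpl3 of -0.24 (SE 0.17) and Rps3 of -0.20 (SE 0.17), and these genes share sequence with many pseudogene copies. The list lay at 0.57 in Dll4+/+ replicate 3 and between -0.29 and 0.01 in the other 7 libraries. The call was lost without that library (median -0.04, camera adjusted p = 0.698), without Dll4+/- replicate 3 (median -0.14, camera adjusted p = 0.147) and with quantile normalization (median -0.07, camera adjusted p = 0.135).

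**Figure D3:**
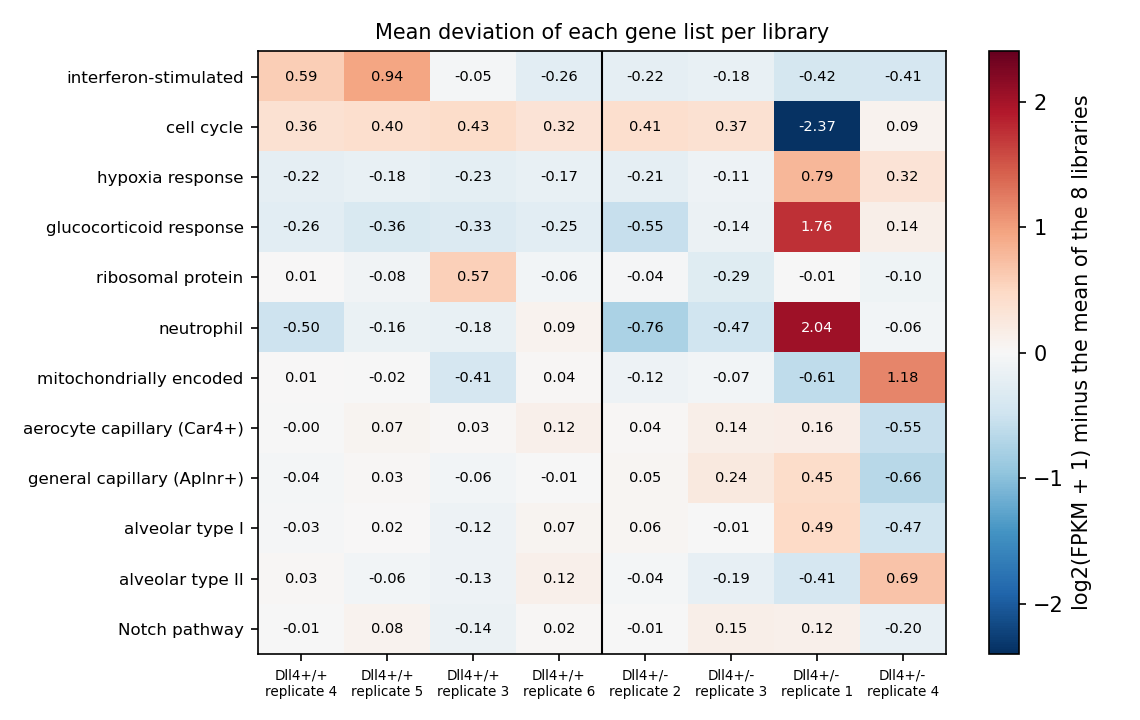
Each cell gives, for 1 gene list (vertical axis) and 1 library (horizontal axis), the mean over its members of log2(FPKM + 1) minus the mean of the 8 libraries, with Dll4+/+ libraries to the left of the black line. Cell cycle genes lie at -2.37 and neutrophil markers at 2.04 in Dll4+/- replicate 1, and interferon-stimulated genes at 0.59 and 0.94 in Dll4+/+ replicates 4 and 5.

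Genes near Dll4 were examined because a targeted allele can bring a flanking segment of another strain. Within 10 Mb of Dll4, 8 of 156 genes (5.13%) lay under an unadjusted p of 0.05, against 448 of 13453 other genes (3.33%), an odds ratio of 1.57 (95% interval 0.661 to 3.20, Fisher exact p = 0.255). The 8 genes were named after their values were seen: Chac1, B2m, Mfap1b and Gm14005 had lower values, with log2 fold changes of -0.39, -0.58, -0.37 and -0.43, and Pak6, Ap4e1, A430105I19Rik and Trpm7 had higher values (0.78, 0.63, 0.54 and 0.39). Within 20 Mb the odds ratio was 2.03 (16 of 248 genes, 6.45%, Fisher exact p = 0.0114). Over chromosome 2 as a whole, a comparison chosen after the data were seen, 61 of 1088 genes (5.61%) lay under the unadjusted threshold against 3.15% on other chromosomes (odds ratio 1.82, Fisher exact p = 6.66e-05), Dll4 being left out. Against the rest of the chromosome the odds ratio of the 20 Mb window was 1.22 (95% interval 0.630 to 2.25, Fisher exact p = 0.530). That rest was itself above other chromosomes, with 45 of 840 genes (5.36%) under the threshold (odds ratio 1.74, Fisher exact p = 0.00127, also chosen after the data were seen). The odds ratio at 10 Mb was 3.12 without Dll4+/- replicate 1 (Fisher exact p = 0.000948), 2.27 without Dll4+/+ replicate 6 (Fisher exact p = 0.0382) and 0.809 without the library labelled female as Dll4+/- replicate 2 (Fisher exact p = 0.638). Fisher tests over genes treat genes as independent, which neighbours in these libraries need not be.

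**Figure D4:**
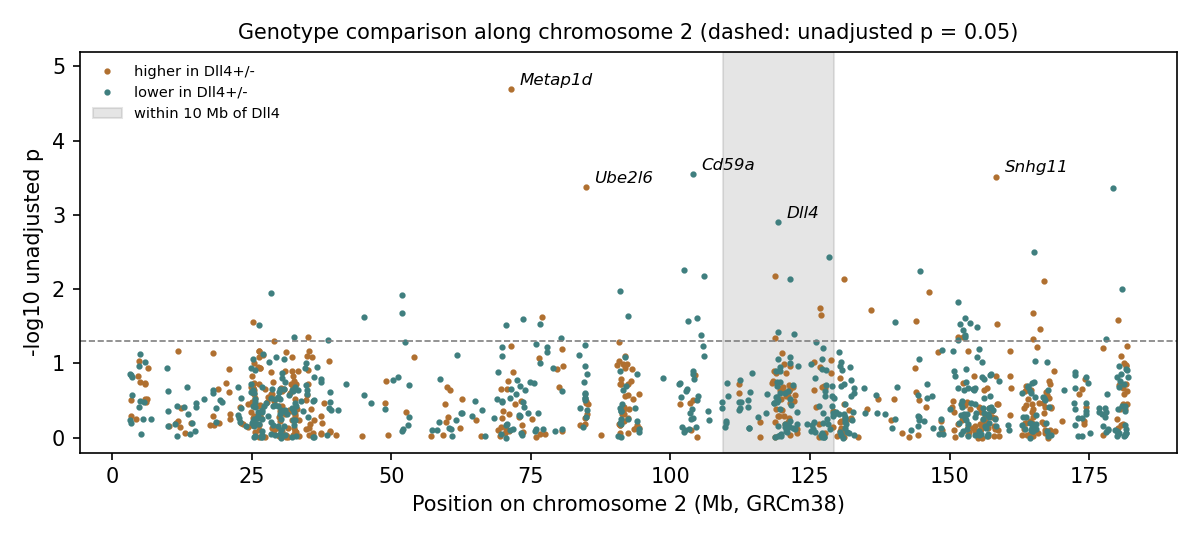
Each point is 1 tested gene, at its position on chromosome 2 in Mb (GRCm38, horizontal axis) and the negative log10 of its unadjusted p for genotype (vertical axis), coloured by direction in Dll4+/-; the dashed line marks an unadjusted p of 0.05 and the grey band 10 Mb on either side of Dll4. In the band 8 of 156 genes other than Dll4 lie above the line, and Metap1d, Cd59a, Snhg11 and Ube2l6 lie above it outside the band.

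Within each labelled sex the genotype comparison called few genes, and all were pseudogenes. Among libraries labelled female, the processed pseudogene Rpsa-ps10 rose (log2 fold change 4.98, SE 0.21, limma adjusted p = 0.000921), with 3.46 and 2.88 FPKM in Dll4+/+ replicates 4 and 5 and 101 to 186 FPKM in the other 6 libraries, wild-type males included. Among libraries labelled male, the processed pseudogene Gm6166 fell (log2 fold change -3.80, SE 0.19, limma adjusted p = 0.00304), with 0.226 and 0.391 FPKM in Dll4+/- replicates 1 and 4 and 14.2 to 20.8 FPKM in the other 6. Unadjusted p lay under 0.05 for 150 genes in females and 2335 in males. The effect of genotype differed between the sexes for 3 genes, Rpsa-ps10 (difference 5.43, adjusted p = 0.00552), Gm6166 (3.87, adjusted p = 0.0144) and the transcribed pseudogene Zfp125 (3.72, adjusted p = 0.0331), and for 1036 genes at an unadjusted p under 0.05. The directions in females and of the difference between the sexes rest on a library labelled female that has male transcripts, which enters the contrast in males only through the spread, and reads of pseudogenes can be shared with their parent genes. Leaving out 1 library leaves its sex and genotype with 1 library, which the fit assumes to vary like the other groups. In males 329 genes passed without Dll4+/- replicate 1, 3487 without Dll4+/- replicate 4 and 2 without Dll4+/+ replicate 6, and in females 3 passed without Dll4+/- replicate 3, Dll4+/+ replicate 3 or Dll4+/+ replicate 6. For the difference between the sexes 9 genes passed without Dll4+/- replicate 1, 1470 without Dll4+/- replicate 4, and 0 in limma without Dll4+/- replicate 2, Dll4+/+ replicate 4 or Dll4+/+ replicate 5.

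Between labelled sexes 1 gene passed, the T cell receptor segment Trbd1 (log2 fold change female minus male 3.51, SE 0.24, limma adjusted p = 0.00421), while 1425 genes lay under an unadjusted p of 0.05. Trbd1 spans chromosome 6 from 41533201 to 41533212, a length at which FPKM is unstable, and it was listed at 0 in the 4 libraries labelled male. Without the library labelled female as Dll4+/- replicate 2, 6 genes passed, among them the Y-linked Ddx3y, Eif2s3y, Kdm5d and Uty. Without Dll4+/+ replicate 3 or Dll4+/+ replicate 6, 0 genes passed in limma, as did 0 with voom on all 8 libraries.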

Values the study reported

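From its RNA-Seq at P6, the study reported higher lung expression in heterozygous than in wild-type mice for Foxn4 (fold change 2.2), Thbs4 (3.3), Lrg1 (4.0) and Ccl2 (2.2). Lower expression was reported for Il17f (fold change 0.12), Klf2 (0.74) and Esr2 (0.32).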

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

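Tests chosen after the results were seen were the counts over other splits of the libraries for genes, lists, the genes named by the study and sex, the test of worse mapping, the tests of macrophages, T cells and B cells, the test within labelled sex, the test of other tissues, the correction for GC content and length, the test of depth, the comparison of chromosome 2 with other chromosomes, and the fit without Dll4+/- replicates 1 and 4.

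Of 222 groups of 4 libraries examined, 22 held 1 library far from the other 3, where 11.1 would be so by chance at 1 in 20; the distance is given as the gap to the nearest library divided by the range. In Dll4+/- replicate 1 these were cell cycle genes (0.883, at -2.37 against 0.09 to 0.41), Aurka (0.952), Ccnb2 (0.885), Isg15 (0.953, at 2.33 FPKM against 6.29 to 6.58), Pcbd2 (0.872), macrophage markers (0.840, at 0.38 against -0.11 to -0.03) and the alveolar genes of the study's qRT-PCR (0.888, at 0.19 against -0.15 to -0.11). Aerocyte markers stood apart in Dll4+/- replicate 4 (0.831) and Il17f in the library labelled female as Dll4+/- replicate 2 (a ratio of 1, the other 3 being listed at 0). In Dll4+/+ replicate 3 these were the number of genes at an FPKM of 1 or more (0.924), the median Spearman correlation with the other libraries (0.894), ribosomal protein genes (0.864), Rps2 (0.861), Rps18 (0.964), Rps3 (0.866), mitochondrially encoded genes (0.875), Vegfa (0.921), Efnb2 (0.943), Cd59a (0.976) and Pcna (0.981). In Dll4+/+ replicate 4 they were Car4 (0.893) and Sgk1 (0.838). The effect of genotype differed between labelled sexes for Rpsa-ps10 (limma adjusted p = 0.00552), Gm6166 (adjusted p = 0.0144) and Zfp125 (adjusted p = 0.0331), directions that rest on the library labelled female with male transcripts.

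Dll4+/- replicate 1 stood apart from the other 7 libraries, with few cell cycle transcripts and many neutrophil and glucocorticoid-induced ones. Depth is argued against, since its 19830250 fragments lie inside the range of the others, 17201662 to 22927840. Its deviation followed GC content across genes (Spearman rho 0.230) more than exon length (0.0255). The rho for GC content fell between the limits set beforehand for and against such a bias, so the planned test was undecided. After a correction for both, chosen later, its median correlation with the others was 0.921, still the lowest. Cell cycle genes then stood at -2.59 in place of -2.80, which argues against a bias of the kind corrected for as the whole cause. Thymus, heart, skeletal muscle, squamous epithelium, cartilage and fat are argued against as well, because over all members of their lists in the table, without the filter on FPKM, the highest median deviation was 0.0317 (squamous epithelium, bootstrap upper bound 0.60), and other organs were not tested. No biological explanation was tested, because the labels set this library apart in nothing.

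Interferon-stimulated genes were lower in Dll4+/- lungs, by a median of -0.70, a call that was lost with an estimated correlation (camera adjusted p = 0.821). As large a median, in absolute size, came from 2 of the 35 splits of the 8 libraries into 4 and 4, the real one included, with 0.73 in the other, so chance is not excluded. Macrophage markers did not reach the fall set for fewer macrophages. The 13 markers had a median of -0.0580 (bootstrap interval -0.23 to 0.12), short of the -0.35 that would be 50% of the interferon median. B cell markers did not reach it either (5 markers, median 0.16, bootstrap interval -0.23 to 0.33). Bootstrap intervals here resample genes and not pups. They leave out the spread between animals, so fewer macrophages or B cells are not excluded. Fewer T cells stay open, because 4 of 5 markers were lower, with a median of -0.34 and a wide bootstrap interval (-0.61 to 0.34). A difference limited to libraries labelled female stays open too: the wild-type libraries with high values, replicates 4 and 5, are labelled female, and among libraries labelled male the median was -0.20 (bootstrap interval -0.44 to 0.0249). For a single wild-type library with high values, the rule set beforehand was a median under 50% of its size without Dll4+/+ replicate 5. That median was -0.39, past the -0.35 that marks 50%, so the rule was not met. Its bootstrap interval (-0.60 to -0.20), which the rule did not name, spans -0.35, so how far the difference rests on that library stays open. Replicate 4 was high as well (0.59, against 0.94 in replicate 5). An effect of genotype stays open as well.

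Genes near Dll4 had an odds ratio of 1.57 at 10 Mb for lying under the unadjusted threshold, which missed the threshold (95% interval 0.661 to 3.20, Fisher exact p = 0.255) and was 0.809 without Dll4+/- replicate 2, and 7 of the 35 splits gave as large a ratio, up to 3.24, so chance is not excluded. Without the outlying Dll4+/- replicates 1 and 4 the odds ratio was 2.11 (Fisher exact p = 0.0192), so a ratio above 1 did not depend on them. That p takes genes as its units and rests on 2 heterozygous libraries, so it cannot settle a source that lies in the libraries. Worse mapping of reads from another strain stays open, because 50% of the genes past the threshold were lower, with an exact 95% upper bound of 84.3%. A flanking haplotype shared by the heterozygous lungs also stays open, because the window of 20 Mb had an odds ratio of 1.22 against the rest of chromosome 2 with a wide interval (0.630 to 2.25, Fisher exact p = 0.530). An effect of the lower Dll4 dose on these genes was not tested.

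Other splits of the libraries were counted for each number of calls. For genes past the adjusted threshold in limma (0 in the real split, beside 457 at the unadjusted threshold and 0 with voom) all 35 splits gave as many, with up to 2. A real count of 0 fixes that outcome in advance, so it decides nothing. For genes under the unadjusted threshold 12 of 35 splits gave 457 or more, up to 1451 in the split by labelled sex and 1146 in the next, and for lists 35 of 35 gave 5 or more, up to 23, so chance is not excluded, and counts of this size in other splits point to a structure of the libraries that genotype does not explain. For the genes named by the study 2 of 35 splits gave 2, the highest other being 2, and for labelled sex 5 of 34 splits gave 1, the highest other being 1, so chance is not excluded there either.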

How the results depend on the processing

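The fits with voom and without Dll4+/- replicates 1 and 4 were chosen after the result was seen, and all other alternatives were planned. Of 1312 pairs of a named gene and an alternative, 1256 kept their direction and their side of the adjusted threshold, 5 came to pass it and 50 changed sign, the latter in 18 genes, each of which missed the threshold for genotype. The 5 were Metap1d, Snhg11 and Cd59a with library weights and Lrg1 and Sost with the replicate block, and the ratio of mean FPKM moved Ccl2 to 0.96 on the log2 scale. Values are log2 fold changes for genes and numbers of calls otherwise, and the cause of a change was not tested unless stated.

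Genotype genes stayed at 0 in limma and with voom (457 and 411 at an unadjusted p under 0.05), except for 3 with library weights and 16 with the replicate block, and were 0 without each library in turn. Genes under the unadjusted threshold numbered 933 with no filter and 286 at an FPKM of 5, which follows from the number of genes tested (24743 and 9470), 775 with library weights and 230 to 957 without 1 library. Within females there were 3 genes with no filter, 23 with library weights and 1 to 3 without 1 library. Within males there were 7 with quantile normalization, 2 at an FPKM of 5 and 1 to 3487 without 1 library, the highest without Dll4+/- replicate 4, where the lone male Dll4+/- library is assumed to vary like the other groups. For the interaction there was 1 gene with voom and 0 to 1470 without 1 library, and for sex 0 in limma with library weights, 0 with voom (1425 at an unadjusted p under 0.05 in all libraries) and 0 to 6 without 1 library. Within-sex contrasts were not run without Dll4+/- replicates 1 and 4, which leaves no male Dll4+/- library by label.

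Of the genes named by the study, 1 lay under the unadjusted threshold with quantile normalization, 1 at an FPKM of 5, 4 with no filter, 1 or 2 without 1 library and 0 in limma without Dll4+/- replicates 1 and 4, where 523 genes did over all and voom gave 2 on all libraries. Dll4 kept its direction, at -1.05 to -0.78 without 1 library and -0.58 without Dll4+/- replicates 1 and 4, and its exact permutation p was 0.0571 without a wild-type library and 0.0667 without that pair, the smallest possible there. Gene lists past the threshold numbered 5 to 11 without 1 library, 8 without Dll4+/- replicates 1 and 4, and 0 with an estimated correlation or fry in limma, where voom with the preset correlation gave 5. Cell cycle genes turned to 0.0358 and glucocorticoid genes to -0.0745 without Dll4+/- replicates 1 and 4. The odds ratio near Dll4 was 2.03 at 20 Mb, 2.11 without Dll4+/- replicates 1 and 4, and 0.809 to 3.12 without 1 library.

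Replicate numbers pair nothing by the labels. Only 3 and 4 are shared between the genotypes, and same-numbered libraries did not deviate together (correlations across genes of -0.228 and -0.0560). With the replicate number as a block there were 16 genotype genes and 15 lists, Dll4 stood at -0.61 (limma unadjusted p = 0.0524, from a fit that uses few libraries), and the odds ratio near Dll4 was 2.23. Signs turned in this fit for Esm1 (0.27), Nrp1 (-0.0430), Pdpn (-0.21), Sftpc (0.00626) and Pdgfra (-0.11).

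Other sign changes were Esm1 (0.0106) with median-ratio scaling, Ephb4 (0.0227) with quantile normalization, and Kdr (0.0631), Ephb4 (0.0167), Aplnr (0.16), Zfp125 (1.003), Trbd1 (0.30) and Pcna (0.00598) with library weights. Without Dll4+/- replicates 1 and 4 they were Lrg1 (-0.25), Kdr (0.20), Ephb4 (0.0576), Aplnr (0.28), Efnb2 (0.0194), Gm6166 (0.0969), Zfp125 (0.86), Trbd1 (1.27), Pcna (0.0436) and Ankrd37 (-0.29). Without 1 library, values ranged from -0.25 to 0.12 for Esm1, -0.12 to 0.13 for Ephb4, -0.25 to 0.0765 for Kdr, -0.38 to 0.0108 for Aplnr, -0.51 to 0.22 for Zfp125, -0.96 to 0.49 for Trbd1, -0.0467 to 0.10 for Nrp1, -0.0115 to 0.27 for Pdpn, -0.51 to 0.0673 for Sftpc, -0.0101 to 0.27 for Pdgfra, -0.47 to 0.0456 for Hopx, -0.13 to 0.67 for Ccl2, -0.36 to 0.0189 for Car4 and -0.28 to 0.0928 for Efnb2. Depth limits the named genes of low FPKM, such as Il17f and Thbs4, where 3 fragments on 2000 bases correspond to an FPKM of 0.0654 to 0.0872.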

Other observations

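Tests that rest on the fit without Dll4+/- replicates 1 and 4 were chosen after the result was seen, and the lists and tests otherwise reported here were planned. Lists that passed below did so with the preset correlation, with which 5 or more lists passed in 35 of 35 splits of the libraries.

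Several groups of genes outside the endothelium and the alveolar epithelium had members under the unadjusted threshold. The list of 8 mast cell and basophil genes missed the threshold (camera adjusted p = 0.120, median -0.06, mean -0.31) and passed as lower without Dll4+/- replicate 3 (median -0.10, camera adjusted p = 0.0264). The chymase Cma1 had 1.30 ± 1.30 FPKM in Dll4+/- and 3.80 ± 0.412 FPKM in Dll4+/+ lungs, and the tryptase Tpsb2 2.18 ± 1.12 and 4.82 ± 0.774 FPKM (SD, n = 4 each), with all 4 heterozygous libraries below all wild-type ones in both genes (exact permutation p = 0.0286 for each). These genes are among those named for their small unadjusted p, so this separation follows in part from that choice. Both passed in limma when adjusted over the list alone (adjusted p = 0.0152) and missed over all genes (adjusted p = 0.811). Gata2 and Hdc, which mast cells share with other cells, had log2 fold changes of 0.24 and 0.17. In the skeletal muscle list of 3 tested genes, Tnnt3 had a log2 fold change of 0.68 and passed over the list alone (limma adjusted p = 0.0435) but not over all genes (adjusted p = 0.811). Among macrophage markers (13 genes, median -0.06, mean 0.10, camera adjusted p = 0.673) the lipid-binding protein Fabp4 stood at 1.45 (SE 0.41), and the complement gene C1qa at -0.50 (SE 0.20).

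Immediate early genes had a median of -0.17 over 18 genes (camera adjusted p = 0.120), with Ier2 at -0.37 (SE 0.14) and Egr1 at -1.08 (SE 0.58). The list passed as lower with library weights (median -0.32, camera adjusted p = 1.11e-08) and without Dll4+/+ replicate 3, Dll4+/- replicate 1 or Dll4+/- replicate 3 (medians -0.33, -0.17 and -0.28). Neutrophil markers were higher in 10 of 10 members with a median of 0.31 (camera adjusted p = 0.0888), and lay at 2.04 in Dll4+/- replicate 1 against -0.76 to 0.09 in the other 7 libraries. Their direction depended on that library: they passed as higher without Dll4+/- replicate 2 or 3 (medians 0.64 and 0.55), and as lower without Dll4+/- replicate 1 (median -0.30, camera adjusted p = 0.00321) and with library weights (median -0.24, camera adjusted p = 0.0381). Genes of NF-kB inflammation had a median of 0.34 (camera adjusted p = 0.0888) and lay at 1.23 in Dll4+/- replicate 4. They passed as higher at an FPKM of 5 (median 0.73, camera adjusted p = 0.00558), with sex as a term (0.34), with the replicate block (0.48) and without Dll4+/- replicate 2 or 3 (0.46 and 0.45). Club and secretory cell markers were higher in 7 of 7 members (median 0.27) and clock genes in 10 of 14 (median 0.20), both with a camera adjusted p of 0.0792. Club and secretory markers passed as higher with no filter (median 0.41), with the replicate block (0.28) and without Dll4+/- replicate 2 (0.49) or Dll4+/+ replicate 3 (0.41), and clock genes at an FPKM of 5 (0.19) and without Dll4+/- replicate 2, Dll4+/- replicate 4 or Dll4+/+ replicate 5 (0.23, 0.24 and 0.22). Mitochondrially encoded transcripts (median 0.19, camera adjusted p = 0.186) lay at 1.18 in Dll4+/- replicate 4 and at -0.61 in Dll4+/- replicate 1. Their direction turned with the library left out: they passed as higher without Dll4+/- replicate 1 (median 0.42, camera adjusted p = 0.00125) and with the replicate block (0.74), and as lower without Dll4+/- replicate 4 (-0.21, camera adjusted p = 0.0392). Matrix and lipid fibroblast markers had a median of -0.13 over 12 genes (camera adjusted p = 0.326), with Wnt2 at -0.65 (SE 0.27), and passed as lower without Dll4+/- replicate 1 (median -0.21, camera adjusted p = 0.00301) and with the replicate block (-0.42). Pericyte, smooth muscle, ciliated, mesothelial, erythroid, T cell, B cell, thymocyte and cardiac muscle lists had camera adjusted p values between 0.319 and 0.814 in the main fit, and the pericyte list had a median of 0.03 and a mean of -0.01. Cardiac muscle genes passed as lower without Dll4+/- replicate 3 (median -1.03, camera adjusted p = 0.00322) but as higher with the replicate block (0.65), ciliated genes as higher without Dll4+/- replicate 2 (0.39) and with the block (0.38), and with the block erythroid genes passed as lower (-0.43) and skeletal muscle genes as higher (0.84).

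Without Dll4+/- replicates 1 and 4, 8 lists passed with the preset correlation, and interferon-stimulated genes kept a median of -0.50 (camera adjusted p = 2.38e-06). The other lists called there were ribosomal protein (median -0.25), alveolar type II (-0.13), immediate early (-0.17) and venous endothelial genes (-0.08), and, with the direction turned from that of all libraries, neutrophil (-0.45), ciliated (-0.12) and general capillary genes (0.17). These calls rest on 2 heterozygous libraries, both labelled female, 1 of which has male transcripts.

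The ratio of mean Lrg1 expression between heterozygous and wild-type lungs was 6.06. That is higher than the value quoted from the study above. The study describes both a larger wild-type group and one of the size used here, and which of them its value rests on is not stated. The ratio rests on Dll4+/- replicates 1 and 4, without which the log2 fold change of Lrg1 was -0.25.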
